A study of Homo sapiens with 6 samples. Its data were reported in "A strong host response and lack of MYC expression are characteristic for diffuse large B cell lymphoma transformed from nodular lymphocyte predominant Hodgkin lymphoma" (2016).

How the data were processed

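Expression was measured with Affymetrix human Gene ST arrays in DEV, an established cell line of nodular lymphocyte-predominant Hodgkin lymphoma. The 6 arrays form 3 groups of 2: DEV cells cultured alone, DEV cells cultured with CD3-positive T cells, and DEV cells cultured with CD14-positive monocytes. Blood cells came from healthy donors and outnumbered the DEV cells by 10 to 1 at the start of the cocultures. At day 5 the DEV cells were purified from the cocultures with magnetic beads that remove CD4-, CD8- and CD14-positive cells. The paper describes this step for the cocultures only. Bead handling and cell number per culture may therefore have differed along with the blood cells, and their effects were not tested. RNA (40 ng) was amplified with a whole transcriptome kit, labelled with biotin and hybridised, 1 array per sample.

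The deposited table holds 1 normalized value per probe set and array, which the authors supplied on the log2 scale. The methods of summarisation, background correction and normalization are not given in the sources used here. Array medians lay between 5.64 and 5.73, and the table held 0 missing values. The values were used as deposited, without further scaling or filtering. The number of arrays limits the precision. Groups and replicate numbers come from the sample labels. Nothing in the labels says whether 2 arrays of a group came from separate cultures or donors, and the paper describes them as representative ones from a larger number of experiments. The p-values therefore measure the spread between these samples and not that among all experiments.

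Of the 32321 probe sets, 19158 carried 1 gene symbol in the platform annotation (18404 distinct genes), 1388 carried several and 11775 carried none in the table used here. Of the probe sets with 1 symbol, 19128 were found by Entrez identifier in the RefSeq gene table of assembly GRCh38.p14, and 0 needed a newer symbol. No gene was named from a probe set with several symbols, except the probe set annotated jointly to MIR155 and MIR155HG. HLA, histone and actin genes have near-identical relatives, so the assignment of their signal to 1 gene is uncertain.

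One mean per group was fitted for each probe set in limma (version 3.58.1, R 4.3.3) with lmFit and eBayes, so that all 6 arrays shared 1 estimate of the spread (3 residual and 3.08 prior degrees of freedom). There were 4 comparisons: the mean of both cocultures minus monoculture, T cell coculture minus monoculture, monocyte coculture minus monoculture, and monocyte coculture minus T cell coculture. Benjamini-Hochberg adjustment ran over all probe sets of a comparison, and a probe set with an adjusted p under 0.05 was called. Errors after a log2 difference are standard errors of that fit, and errors after a group mean are standard deviations of 2 arrays.

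The rule for the genes named in the text was fixed before the data were examined. For both cocultures against monoculture it takes the 10 largest rises and 10 largest falls among called probe sets with 1 symbol whose 4 coculture arrays lie on the same side of both monoculture arrays. For each other comparison it takes 5 each way, filled with the largest differences at an unadjusted p under 0.05 where too few were called. It also takes every gene of the 2 lists of genes the study named that had a probe set with 1 symbol and, from each other gene list, up to 4 members with the smallest p for both cocultures against monoculture. HLA-DRA and NME1, which the study named, had no such probe set and were not analysed here, and HSN2, an older symbol of WNK1, was not counted in the lists. Small RNAs and unnamed probe sets were counted as classes.

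The 32 gene lists were also fixed before the data were examined. They cover growth and division (MYC target, DNA replication, mitosis, histone and ribosomal protein genes), stress and cell fate (p53 target, pro-apoptotic, ATF4, ER chaperone, FOXO and early response genes), metabolism (glycolysis, cholesterol synthesis, oxidative phosphorylation and lysosome genes), immune function (interferon response, MHC class I and II, NF-kB target, checkpoint ligand, cytokine and JAK-STAT genes), B cell state (B cell identity, germinal centre and plasma cell genes) and markers of other blood cells (T cell, monocyte, NK cell, platelet and erythroid genes). A further pair of lists holds the genes that the study named as higher or lower in cocultured cells. Each gene was represented by its probe set of highest mean. Lists were tested with camera in limma at its preset correlation of 0.01, adjusted over the 32 lists of a comparison, and again with a correlation estimated from the data. List medians are medians of log2 differences over the measured members.

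The fit and the list test were tested on simulated data built on the real probe sets with known changes. For both cocultures against monoculture, 71% of the probe sets changed by 1 on the log2 scale and 99% of those changed by 2 were called, with 6 false calls among 32321 probe sets. The shifted list was called, and 0 of the unshifted lists were called by camera among 20 lists of 30 genes. No correlation between the genes of a list was built into these data. The simulation therefore cannot show whether camera at its preset correlation makes false calls on lists whose genes vary together. Monoculture arrays serve as control in both coculture comparisons, so 100 sets of unchanged groups with shared controls were simulated to give the chance correlation of the coculture effects.

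Alternatives chosen before the data were examined were quantile normalization, median centring, leaving out the 40% dimmest probe sets, testing only probe sets with 1 symbol, averaging the probe sets of a gene, an intensity trend with a robust prior, the replicate number as a block, a fit of only the groups compared, both cocultures as 1 group, a 2-fold minimum, an estimated list correlation, and leaving out each array in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.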

Results

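DEV cells were profiled after 5 days of culture alone or together with blood cells, to ask how the transcription of these lymphoma cells changes beside the kinds of cell that surround them in tissue. Monoculture, T cell coculture and monocyte coculture each had 2 arrays with 32321 probe sets. Between arrays, the correlation across probe sets ran from 0.967 (monoculture replicate 2 with T cell coculture replicate 2) to 0.990 (the monoculture pair). The first principal component held 50.9% of the variance and separated monoculture (-31.4 and -34.0) from T cell coculture (-3.21 and 31.5) and monocyte coculture (10.6 and 26.6). T cell coculture replicate 1 lay nearest to monoculture, with 79 probe sets more than 1 log2 unit above the monoculture mean and 75 below it, against 358 and 584 in replicate 2. The corresponding numbers were 130 and 219 in monocyte coculture replicate 1 and 336 and 406 in replicate 2. Replicates of a group differed by more than 1 log2 unit in 128 probe sets in monoculture, 303 in T cell coculture and 156 in monocyte coculture.

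DEV cells grown with blood cells differed from DEV cells grown alone in single genes of several functions. The probe set shared by MIR155, a microRNA of activated B cells, and its host transcript MIR155HG fell by 2.56 (± 0.20, limma adjusted p = 0.0338), from 8.81 ± 0.53 (SD, n = 2) in monoculture to 6.17 ± 0.14 with T cells and 6.33 ± 0.010 with monocytes. MAT2A, which makes the methyl donor S-adenosylmethionine, fell by 1.67 ± 0.10 (limma adjusted p = 0.0338). The box C/D ribonucleoprotein gene NOP58 fell by 1.61 ± 0.16, and UTP14A, needed for processing of the small ribosomal subunit, fell by 1.43 ± 0.082. LY9, a receptor of the SLAM family, rose by 1.82 ± 0.23 (3.52-fold, limma adjusted p = 0.0448).

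Among the other genes with the largest rises were RGS1, a regulator of G protein signalling (1.53 ± 0.16), the ganglioside activator GM2A (1.42 ± 0.17), the kinase TEC (1.40 ± 0.12), the stress transcription factor DDIT3 (1.40 ± 0.19), HMCES (1.38 ± 0.17), the adaptor LCP2 (1.36 ± 0.13), PMEL (1.35 ± 0.18) and the sulfate carrier SLC35B2 (1.26 ± 0.15). WNK1, which the study named by the older symbol HSN2, headed the list. Its difference was 2.41 ± 0.19, from 6.52 ± 0.16 to 8.78 ± 0.41 with T cells and 9.07 ± 0.26 with monocytes (SD, n = 2 each). Only 1 of its 2 probe sets moved, since the other differed by 0.15 ± 0.082 (limma adjusted p = 0.401), and the mean of both gave 1.28. That other probe set was brighter, at 9.68 in monoculture. The rise is thus that of 1 probe set and was not shown for WNK1 as a whole. Among the other genes with the largest falls were the smooth muscle actin ACTG2 (-2.13 ± 0.19), the protease gene FAM111B (-1.76 ± 0.24), the splicing factor HNRNPM (-1.76 ± 0.24), LINC01963 (-1.53 ± 0.18), the interferon-inducible SAMD9L (-1.50 ± 0.18), TIPIN of the replication fork (-1.45 ± 0.19) and the mitochondrial carrier UCP2 (-1.37 ± 0.17). All 4 coculture arrays lay on the same side of both monoculture arrays for each of these genes, which the naming rule required.

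**Figure D1:**
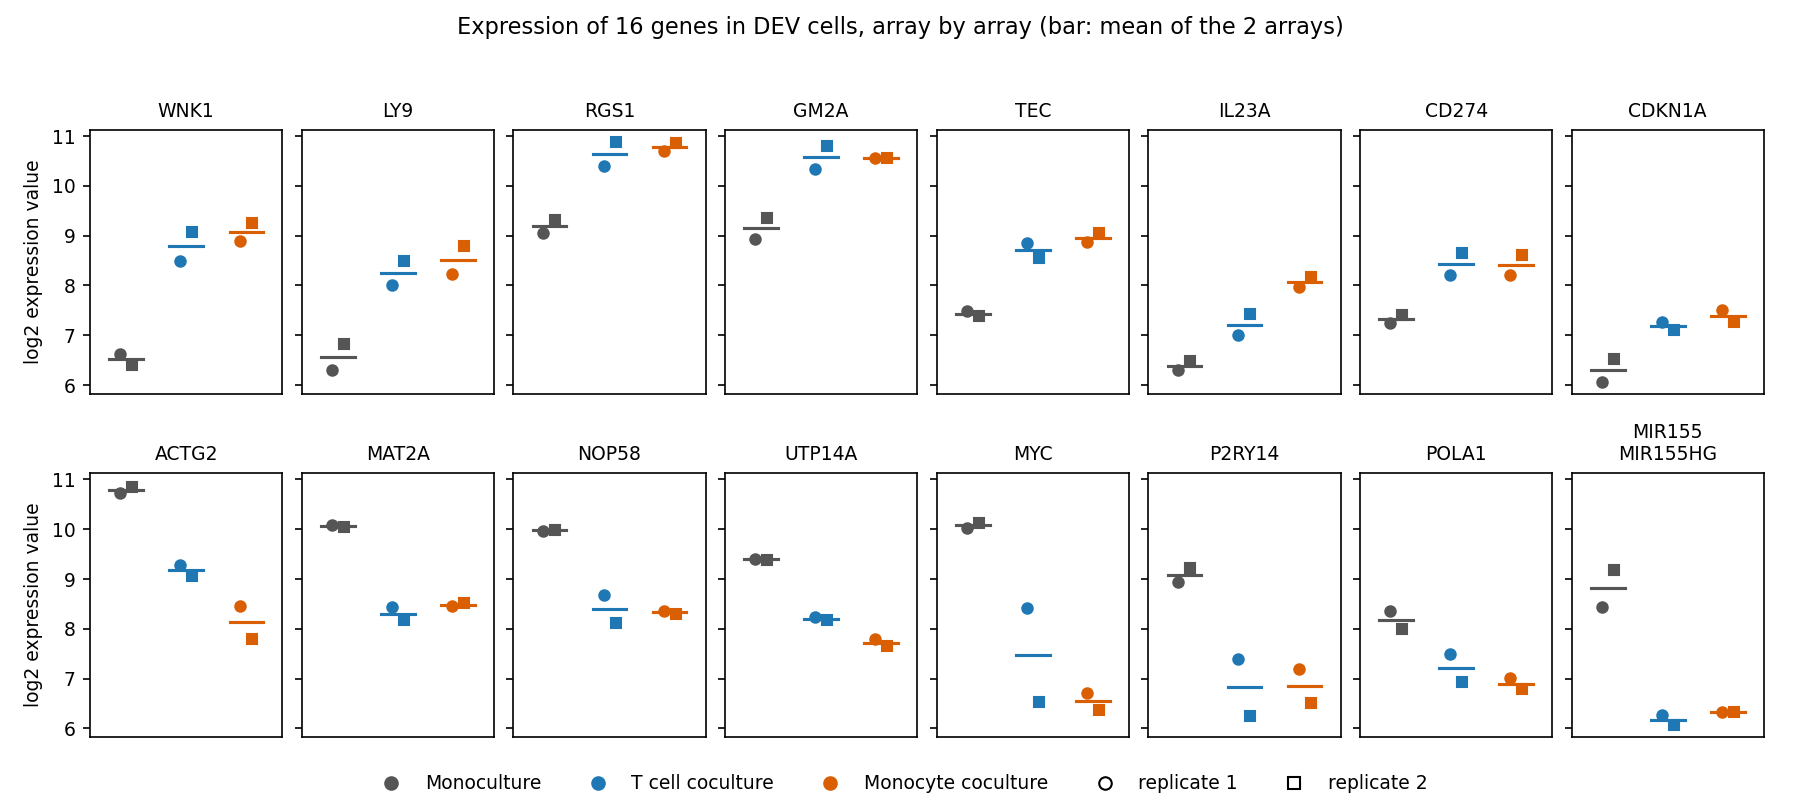
Log2 expression value of 16 genes in each array, with monoculture in grey, T cell coculture in blue and monocyte coculture in orange; circles are replicate 1, squares replicate 2 and bars the mean of 2 arrays. The WNK1 probe set that moved, 1 of 2, stood at 6.52 in monoculture against 8.78 and 9.07 in the cocultures. MYC stood at 10.08 against 7.48 and 6.55, with the T cell arrays of MYC far apart.

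By limma, 232 of the 32321 probe sets differed between both cocultures and monoculture, 80 higher and 152 lower. Of these, 182 carried 1 symbol, 14 several and 36 none, and 84 differed at least 2-fold (25 higher, 59 lower). At an unadjusted p under 0.05 there were 6085, against 1616 expected by chance. The balance of directions depended on the scaling: quantile normalization gave 90 higher and 112 lower, and median centring gave 120 higher and 444 lower. Leaving out monoculture replicate 1 or 2, or monocyte coculture replicate 1 or 2, left 0 called by limma (4033, 3739, 5715 and 4924 at an unadjusted p under 0.05), while 2329 were called without T cell coculture replicate 1 and 2545 without both first coculture arrays, an alternative chosen after seeing the data.

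The study named genes from these same arrays, so the following counts are not independent evidence. All 10 measured genes that it named as higher had higher means in coculture, with a list median of 1.17, and 10 passed when adjusted over the list alone. Over all probe sets, ID3, an inhibitor of differentiation, rose by 1.01 ± 0.10 (limma adjusted p = 0.0338), the interleukin 2 receptor chain IL2RB rose by 0.97 ± 0.12 (0.0448) and the cytokine subunit IL23A rose by 1.25 ± 0.14 (2.38-fold, 0.0431). The others did not pass: the checkpoint ligand CD274 differed by 1.09 ± 0.17 (2.13-fold, limma adjusted p = 0.0531), the cyclin-dependent kinase inhibitor CDKN1A by 0.99 ± 0.15, CDK2 by 1.35 ± 0.25, FABP3 by 2.16 ± 0.36, RAB3A by 2.39 ± 0.45, MAPK8 by 0.95 ± 0.22 and HLA-DQB1 by 1.45 ± 0.45. Camera gave adjusted p = 1.19e-10 for this list, and adjusted p = 0.447 with an estimated correlation.

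All 18 measured genes that the study named as lower had lower means, with a list median of -1.10, and 18 passed when adjusted over the list alone. Over all probe sets, MAT2A, the chaperone HSPA8 (-1.13 ± 0.11, limma adjusted p = 0.0338) and the translation factor EIF4G1 (-0.99 ± 0.12, 0.0439) fell. The proto-oncogene MYC did not pass, at -3.06 ± 0.48 (limma adjusted p = 0.054), from 10.08 ± 0.059 in monoculture to 7.48 ± 1.33 with T cells and 6.55 ± 0.24 with monocytes (SD, n = 2). Its adjusted p ran from 0.00690 without T cell coculture replicate 1 to 0.306 without monoculture replicate 2, and its difference from -3.53 to -2.59. The purinergic receptor P2RY14 (-2.24 ± 0.35), RUVBL1 (-1.75 ± 0.33), LDHA (-1.21 ± 0.20), DKC1 (-1.14 ± 0.25), PRMT5 (-1.11 ± 0.19), POLA1 (-1.11 ± 0.19), NMI (-1.09 ± 0.19), CCND3 (-1.06 ± 0.24), MYB (-1.02 ± 0.21), ELK3 (-1.02 ± 0.23), MCM3 (-0.98 ± 0.21), CD86 (-0.96 ± 0.16), SIN3A (-0.95 ± 0.25) and CUL1 (-0.94 ± 0.21) did not pass either. Camera gave adjusted p = 7.82e-19 for this list, and adjusted p = 0.447 with an estimated correlation.

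MYC target and DNA replication genes were lower as groups. Of 51 measured MYC target genes, 46 had lower means in coculture (median -0.50), the growth regulator PA2G4 (-1.06 ± 0.11) and the nucleolar MPHOSPH10 (-1.01 ± 0.13) fell over all probe sets, and 38 fell when adjusted over the list alone (camera adjusted p = 7.03e-21, and adjusted p = 0.447 with an estimated correlation). NOP2 (-1.23 ± 0.18) and MYBBP1A (-0.59 ± 0.087) came next without passing. Of 45 DNA replication genes, 41 had lower means (median -0.29), 0 fell over all probe sets by limma and 4 fell when adjusted over the list alone, with POLA1, MCM3, CDC6 (-0.87 ± 0.19) and RPA2 (-0.50 ± 0.11) at their head (camera adjusted p = 3.50e-08, and adjusted p = 0.539 with an estimated correlation). T cell coculture replicate 1 stood apart in this list, at 0.012 from the monoculture mean, against -0.38, -0.26 and -0.58 in T cell coculture replicate 2 and monocyte coculture replicates 1 and 2. Mitosis medians differed in sign, at 0.19 with T cells (27 of 31 higher) and -0.26 with monocytes (27 of 31 lower). With an estimated correlation, camera gave adjusted p = 0.701 with T cells and 0.518 with monocytes. The T cell median was 0.0017 without T cell coculture replicate 1 and 0.066 without monoculture replicate 2. The monocyte median was -0.13 without monoculture replicate 1. Over both cocultures mitosis genes did not move as a group: 14 of 31 were higher and 17 lower (median -0.036, camera adjusted p = 0.621). There 0 passed over all probe sets by limma and 1 rose when adjusted over the list alone, the kinase AURKB at 0.59 ± 0.10. HMMR differed by -0.96 ± 0.30, PTTG1 by 0.42 ± 0.15 and DLGAP5 by 0.38 ± 0.15 (0.12 without monoculture replicate 2 and 0.64 without monoculture replicate 1). The mitosis median was -0.16 and -0.11, with camera past the threshold, without monoculture replicate 2 or T cell coculture replicate 1, but 0.089 and 0.064 without monoculture replicate 1 or T cell coculture replicate 2.

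Targets of p53 and genes of the lysosome were higher as groups. Of 27 p53 target genes, 22 had higher means (median 0.29), the stress-induced SESN1 (0.97 ± 0.13) and TP53INP1 (0.91 ± 0.13) rose, and 8 rose when adjusted over the list alone (camera adjusted p = 7.98e-06, and adjusted p = 0.398 with an estimated correlation). POLH (0.94 ± 0.14) and CDKN1A did not pass. Of 29 lysosome and autophagy genes, 27 had higher means (median 0.28), 0 rose over all probe sets by limma, and 13 rose and 1 fell when adjusted over the list alone (camera adjusted p = 1.34e-07, and adjusted p = 0.447 with an estimated correlation). Its leading members were the cholesterol carrier NPC2 (1.84 ± 0.28), the cathepsin CTSB (1.10 ± 0.20), PSAP (1.06 ± 0.17) and TPP1 (0.95 ± 0.17), and without monoculture replicate 1 the list median was 0.18. Of 20 FOXO and quiescence genes, 14 had higher means (median 0.16), PIK3IP1 (0.97 ± 0.10) and SESN1 rose, and 7 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.0237, and adjusted p = 0.539 with an estimated correlation). YPEL3 (0.63 ± 0.10) and CDKN1B (0.50 ± 0.090) did not pass. This call ended without monoculture replicate 1 (median 0.15) or T cell coculture replicate 2 (0.13), and the median was 0.093 after median centring.

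Immune recognition genes moved in different directions. Of 10 MHC class II genes, 9 had higher means (median 0.33), HLA-DRB5 rose by 1.07 ± 0.092 and 2 rose when adjusted over the list alone (camera adjusted p = 0.00237, and adjusted p = 0.447 with an estimated correlation). HLA-DQA1 (0.76 ± 0.16) and HLA-DPA1 (0.53 ± 0.18) did not pass. Of 8 MHC class I genes, 6 had lower means (median -0.17), 0 passed over all probe sets by limma and 2 fell when adjusted over the list alone, among them the immunoproteasome gene PSMB10 (-0.52 ± 0.13), with TAP1 at -0.29 ± 0.083, PSMB9 at -0.67 ± 0.24 and TAPBP at -0.25 ± 0.15 (camera adjusted p = 0.0368, and adjusted p = 0.539 with an estimated correlation). That call ended without monoculture replicate 2 (median -0.063), T cell coculture replicate 2 (-0.15) or monocyte coculture replicate 2 (-0.13). TAPBP stood at -0.067 without monoculture replicate 2 and -0.16 without monocyte coculture replicate 2, and at -0.43 without monoculture replicate 1. Of 20 checkpoint and costimulatory ligand genes, 13 had higher means (median 0.20), 0 passed over all probe sets by limma, and 4 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.0368, and adjusted p = 0.539 with an estimated correlation). CD274, TNFRSF14 (1.04 ± 0.15) and ICOSLG (0.34 ± 0.074) lay above and CD86 below monoculture, and the call ended without monoculture replicate 1 (0.17) or monocyte coculture replicate 1 (0.21).

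Of 26 NF-kB target genes, 22 had lower means (median -0.25), the adaptor TRAF1 (-0.74 ± 0.093) and the survival gene BCL2A1 (-0.88 ± 0.12) fell, and 7 fell and 1 rose when adjusted over the list alone (camera adjusted p = 3.62e-05, and adjusted p = 0.539 with an estimated correlation). NFKB1 (-0.55 ± 0.089) and TNF (-0.80 ± 0.14) did not pass, and the median was -0.38 without monoculture replicate 1. Interferon response genes showed no shift past the threshold (18 of 40 higher, median -0.073, camera adjusted p = 0.0593), although SAMD9L fell over all probe sets and alone when adjusted over the list alone. Camera passed for this list without monoculture replicate 1 (-0.073), T cell coculture replicate 1 (-0.057) or monocyte coculture replicate 1 (-0.089), with the replicate block (-0.073) and without the dimmest 40% (-0.12), while the median was -0.035, -0.021 and -0.046 without monoculture replicate 2, T cell coculture replicate 2 or monocyte coculture replicate 2. IFITM1 (0.69 ± 0.14), HERC5 (0.29 ± 0.073) and MX2 (-0.72 ± 0.20) did not pass. Of 29 cytokine and chemokine genes, IL23A rose and the B cell attractant CXCL13 fell (-1.26 ± 0.13), IL7 stood at -0.66 ± 0.12 without passing, and 2 rose and 4 fell when adjusted over the list alone (median -0.020, camera adjusted p = 0.416). That median was -0.060, past the threshold, without monoculture replicate 1 and 0.021 without monocyte coculture replicate 2, and -0.068 without monocyte coculture replicate 1. In the JAK-STAT list STAT5A (0.92 ± 0.11) and IL2RB rose out of 24 genes and 3 rose when adjusted over the list alone, with IL6R at 0.48 ± 0.080 and STAT5B at 0.46 ± 0.13 (median 0.034, mean -0.0085, camera adjusted p = 0.989). The JAK-STAT median was -0.077, -0.0019 and -0.026 without monoculture replicate 1, T cell coculture replicate 1 or monocyte coculture replicate 1, and 0.079 and 0.070 without monoculture replicate 2 or monocyte coculture replicate 2.

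B cell identity genes split evenly, with 12 of 25 higher (median -0.039, camera adjusted p = 0.206). None of them passed over all probe sets, and 3 rose and 7 fell when adjusted over the list alone, with MS4A1, which encodes CD20, at 0.57 ± 0.091, CD22 at 0.70 ± 0.13, LYN at -0.46 ± 0.084 and BTK at -0.43 ± 0.092. Without T cell coculture replicate 1 the median was -0.12, past the threshold, and without monocyte coculture replicate 2 it was 0.012, with a range of -0.20 to 0.012 over leaving out each array. Among 22 germinal centre genes, SERPINA9 (-1.23 ± 0.11) and ELL3 (-1.08 ± 0.10) fell and KLHL6 (0.67 ± 0.078) rose, and 3 rose and 6 fell when adjusted over the list alone (median -0.10, camera adjusted p = 0.0874, past the threshold at -0.16 without T cell coculture replicate 1, and -0.0074 without monoculture replicate 1). Of 40 ribosomal protein genes, 36 had slightly higher means (median 0.12), among them RPLP2 (0.23 ± 0.12) and RPS19 (0.23 ± 0.12), while RPL32 (-0.25 ± 0.075) and RPS23 (-0.25 ± 0.096), the members with the smallest p, were lower, and 0 passed over all probe sets or over the list alone by limma (camera adjusted p = 0.0479, and adjusted p = 0.828 with an estimated correlation). The median was 0.062, 0.035 and 0.096, with the call ended, without monoculture replicate 1, T cell coculture replicate 2 or monocyte coculture replicate 2, and 0.030 after quantile normalization. It was 0.21 without T cell coculture replicate 1 and 0.059 after median centring, with the call kept. Without monoculture replicate 1, RPLP2 stood at 0.15 and RPS19 at 0.12, and RPLP2 at 0.15 without T cell coculture replicate 2.

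Stress and respiration lists had small medians over both cocultures, with calls that several arrays decided. In the ATF4 and amino acid stress list, DDIT3 rose and ALDH1L2 fell (-0.81 ± 0.094) among 27 genes, 2 rose and 3 fell when adjusted over the list alone (median -0.12, camera adjusted p = 0.0273, and adjusted p = 0.596 with an estimated correlation), and the call ended without monoculture replicate 2 (-0.013), T cell coculture replicate 2 (-0.074) or monocyte coculture replicate 2 (-0.14). Without monoculture replicate 1 the call was kept at -0.26, and TRIB3 (0.60 ± 0.13) and PCK2 (-0.46 ± 0.10) did not pass. The ATF4 median came from T cell coculture (-0.25), since with monocytes 14 members were higher and 13 lower (0.032). DDIT3 encodes a pro-apoptotic stress factor and ALDH1L2 a mitochondrial folate enzyme. Of 21 ER chaperone and unfolded protein response genes, 13 had lower means, among them HSPA5 (-0.48 ± 0.12), MANF (-0.49 ± 0.096), PDIA6 (-0.41 ± 0.090) and SEC61B (-0.60 ± 0.13), 0 passed over all probe sets by limma and 5 fell when adjusted over the list alone (median -0.14, camera adjusted p = 0.0202, and adjusted p = 0.539 with an estimated correlation), with the call ended without monoculture replicate 2 (-0.12). Of 35 oxidative phosphorylation genes, 21 had lower means, among them NDUFB3 (-0.45 ± 0.097), ATP5F1A (-0.38 ± 0.088) and NDUFS1 (-0.57 ± 0.14), COX8A stood at 0.49 ± 0.14 (0.32 without monoculture replicate 1), and 0 passed over all probe sets or the list alone by limma (median -0.094, camera adjusted p = 0.0237, and adjusted p = 0.649 with an estimated correlation). That median turned to 0.0083 after quantile normalization and 0.0046 without monoculture replicate 2, and was -0.066, with the call ended, without T cell coculture replicate 1, -0.20 without monoculture replicate 1 and -0.16 after median centring. Of 25 replication-dependent histone genes, 18 had lower means, with H2BC14 at -1.06 ± 0.19 the only one to fall when adjusted over the list alone (median -0.11, camera adjusted p = 0.0202, and adjusted p = 0.596 with an estimated correlation), and the call ended without monoculture replicate 2 (-0.10), T cell coculture replicate 2 (-0.075) or monocyte coculture replicate 2 (-0.10). It was kept at -0.19 without monoculture replicate 1, -0.17 without monocyte coculture replicate 1, and -0.18 after median centring or without the dimmest 40%. H3C8 (-0.37 ± 0.095), H4C13 (-0.81 ± 0.26) and H4C2 (-0.91 ± 0.40, and -0.57 without T cell coculture replicate 2) did not pass. The histone median came from monocyte coculture (-0.39), since with T cells 15 of 25 were higher (0.045). The T cell arrays differed in sign, with medians of 0.21 in replicate 1 and -0.055 in replicate 2.

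**Figure D2:**
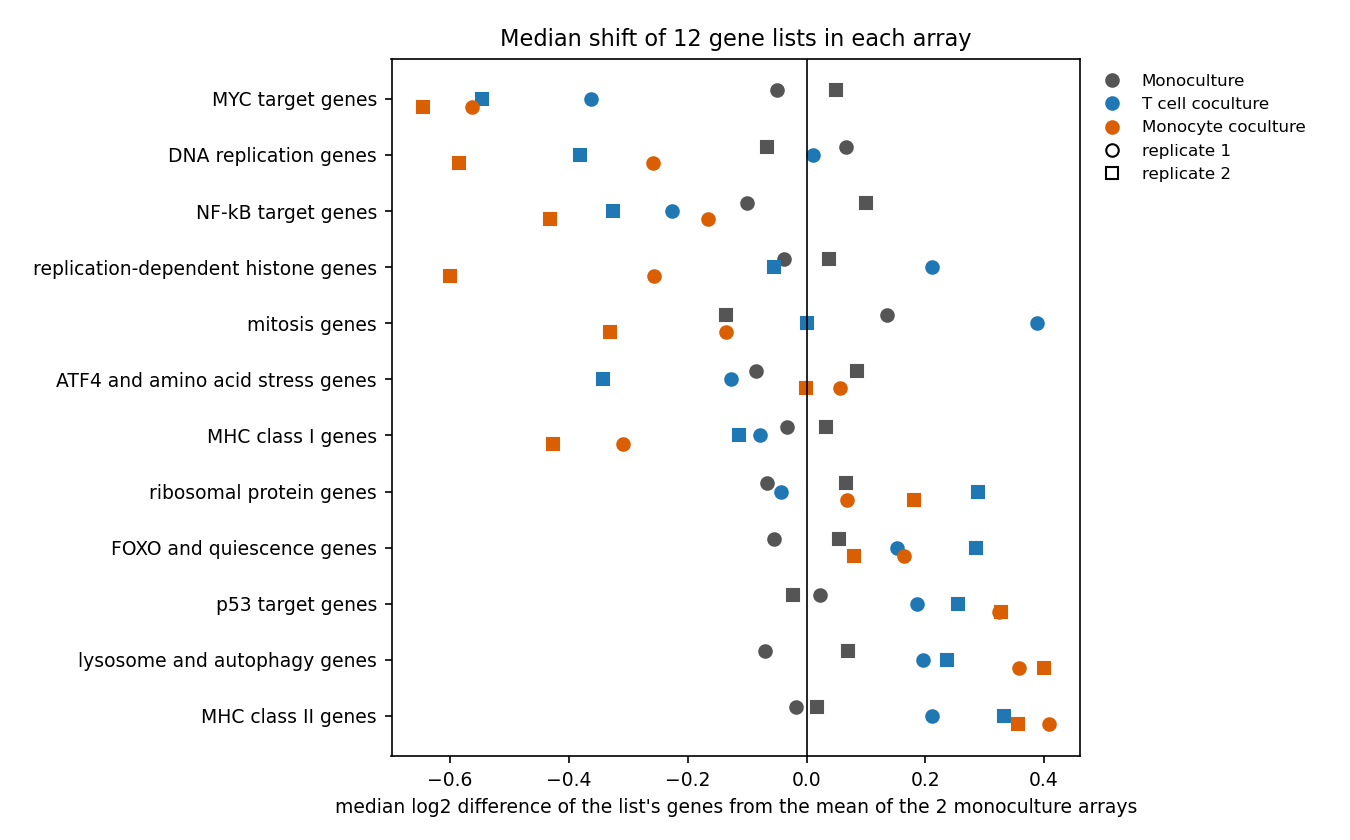
Median log2 difference of 12 gene lists from the mean of the monoculture arrays, one point per array, with the colours and symbols of the groups and replicates in the legend. MYC target genes lay between -0.36 and -0.65 in the 4 coculture arrays and lysosome genes between 0.20 and 0.40, while the mitosis list ran from 0.39 in T cell coculture replicate 1 to -0.33 in monocyte coculture replicate 2.

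Markers of blood cells were followed because the DEV cells had been separated from such cells. The T cell marker list had a median of 0.084 (24 of 31 higher, camera adjusted p = 0.120), and the monocyte and macrophage list 0.10 (27 of 38 higher, camera adjusted p = 0.0901). No member of either list passed over all probe sets, and 1, CD3D, fell when adjusted over the T cell list alone. CD3D, a chain of the T cell receptor complex, stood at 8.30 in monoculture and was lower by -0.49 ± 0.078 in coculture (limma adjusted p = 0.0545). CD68, a macrophage marker, differed by 1.29 ± 0.25 (limma adjusted p = 0.072). GZMK (0.29 ± 0.076), CD3G (-0.26 ± 0.10), ZAP70 (0.19 ± 0.078), TLR4 (-0.56 ± 0.13), TREM1 (0.30 ± 0.11) and CSF1R (0.38 ± 0.14, and 0.22 without monoculture replicate 1) did not pass either. The T cell list passed at 0.12 without monoculture replicate 2 and the monocyte list at 0.14 without monocyte coculture replicate 2, and over leaving out each array their lowest medians were 0.042 and 0.046.

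For the lists, quantile normalization ended the camera calls for both cocultures of the MHC class I, ATF4, ER chaperone, oxidative phosphorylation, ribosomal protein and histone lists, as did averaging the probe sets of a gene. Leaving out the dimmest 40% ended those of the MHC class I, ATF4, ER chaperone and oxidative phosphorylation lists, and median centring those of the MHC class I and ATF4 lists. Without the dimmest 40% the medians of the former lists stayed close to the main ones, at -0.17, -0.13, -0.14 and -0.094. With averaged probe sets the medians were -0.18 for MHC class I, -0.14 for ER chaperone and -0.094 for oxidative phosphorylation genes. They were 0.12 for ribosomal protein and -0.11 for histone genes. After quantile normalization the medians were -0.037 for MHC class I, -0.093 for ATF4 and -0.029 for ER chaperone genes, and the ATF4 median was -0.19 after median centring and -0.080 with averaged probe sets. For single genes, every call ended without either monoculture array or either monocyte coculture array, although all 232 called probe sets kept their sign. Over leaving out each array the difference ran from 2.26 to 2.55 for WNK1, from -1.73 to -1.60 for MAT2A and from -1.46 to -1.39 for UTP14A. Without T cell coculture replicate 2 those of LY9 (1.70), DDIT3 (1.31), FAM111B (-1.65), TP53INP1 (0.85), ALDH1L2 (-0.79) and KLHL6 (0.66) ended while their differences stayed close to those above.

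With T cells, no single gene of DEV cells passed the threshold. As groups, MYC target transcripts were lower and lysosome, p53 target and MHC class II transcripts higher. These camera calls ended with an estimated correlation, at adjusted p = 0.478 for 3 of the lists and 0.480 for the lysosome list. The largest differences that did not pass were higher values of the vesicle GTPase RAB3A (2.72 ± 0.52), WNK1 (2.27 ± 0.22), the clock repressor NR1D1 (1.96 ± 0.51), GOLGA2P11 (1.80 ± 0.31) and the fatty acid carrier FABP3 (1.80 ± 0.41). On the lower side were MYC (-2.60 ± 0.56), P2RY14 (-2.25 ± 0.40), MAT2A (-1.76 ± 0.11), ACTG2 (-1.61 ± 0.22) and FAM111B (-1.60 ± 0.28). MYC stood at 7.48 ± 1.33 (SD, n = 2) with T cells against 10.08 ± 0.059 alone, and without T cell coculture replicate 2 the MYC, FABP3 and NR1D1 differences were -1.66, 1.12 and 1.26. For WNK1 the mean of both probe sets gave 1.19 with T cells.

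By limma 0 probe sets passed for T cells against monoculture (smallest adjusted p = 0.078, MAT2A among them), although 4987 had an unadjusted p under 0.05 and 138 an adjusted p under 0.1. Without T cell coculture replicate 1, 1391 were called, 317 higher and 1074 lower. By camera, 46 of 51 MYC target genes were lower (median -0.48, adjusted p = 2.57e-17, and adjusted p = 0.478 with an estimated correlation), 24 of 29 lysosome genes higher (0.28, adjusted p = 0.000152, and adjusted p = 0.480 with an estimated correlation), 20 of 27 p53 targets higher (0.24, adjusted p = 0.000361, and adjusted p = 0.478 with an estimated correlation) and all 10 MHC class II genes higher (0.22, adjusted p = 0.00442, and adjusted p = 0.478 with an estimated correlation). ATF4 genes were lower (median -0.25 in 27 genes, camera adjusted p = 0.000152, and adjusted p = 0.513 with an estimated correlation), and the call ended at -0.17 without monoculture replicate 2. It was kept at -0.13 without T cell coculture replicate 2, at -0.16 with averaged probe sets and at -0.16 after quantile normalization. Adjusted over the list alone, 27 MYC target genes, 4 ATF4 genes and 0 DNA replication genes fell (limma), and 6 p53 targets, 1 MHC class II gene, 1 ATF4 gene and 0 lysosome genes rose.

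Further lists passed the camera threshold with T cells. NF-kB targets were lower (median -0.26, 20 of 26 lower, camera adjusted p = 0.000699, and adjusted p = 0.621 with an estimated correlation), with the call ended at -0.22 without monoculture replicate 2. ER chaperone genes were lower (-0.18, 15 of 21 lower, camera adjusted p = 0.00219, and adjusted p = 0.478 with an estimated correlation), with the call ended without monoculture replicate 2 (-0.13) and after quantile normalization (-0.11). Interferon response genes were lower (-0.045, 28 of 40 lower, camera adjusted p = 0.0190, and adjusted p = 0.478 with an estimated correlation), and the call ended without monoculture replicate 2 (-0.047) or T cell coculture replicate 2 (-0.061) and with averaged probe sets (-0.045). It was kept at -0.078 without monoculture replicate 1, -0.070 after quantile normalization, -0.10 after median centring and -0.15 without the dimmest 40%. FOXO genes were higher (0.21, 14 of 20 higher, camera adjusted p = 0.00968, and adjusted p = 0.478 with an estimated correlation), except without monoculture replicate 1 (0.26) or T cell coculture replicate 2 (0.15), where the call ended. Checkpoint ligand genes were higher (0.20, 15 of 20 higher, camera adjusted p = 0.0199, and adjusted p = 0.513 with an estimated correlation), and the call ended without monoculture replicate 1 (0.17) or T cell coculture replicate 1 (0.26), while it was kept at 0.12 without T cell coculture replicate 2. Ribosomal protein genes were higher (0.12, 37 of 40 higher, camera adjusted p = 0.0244, and adjusted p = 0.827 with an estimated correlation), with medians of 0.054 without monoculture replicate 1 and -0.043 without T cell coculture replicate 2, both with the call ended, as it was after quantile normalization (0.032), and 0.29 without T cell coculture replicate 1 and 0.061 after median centring, with the call kept. The genes that the study named, which are not independent evidence, had medians of 1.00 and -0.99 (camera adjusted p = 6.21e-10 and 2.57e-17, and adjusted p = 0.478 with an estimated correlation for both).

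Mitosis genes did not follow the MYC target genes with T cells. Of 31 mitosis genes, 27 had higher means with T cells (median 0.19, camera adjusted p = 0.00168, and adjusted p = 0.701 with an estimated correlation), with AURKB at 8.82 ± 0.077 against 7.99 ± 0.15 in monoculture (SD, n = 2). This rested on T cell coculture replicate 1, without which the median was 0.0017, and on monoculture replicate 2, without which it was 0.066. The median was 0.39 without T cell coculture replicate 2 and 0.34 without monoculture replicate 1. DNA replication genes were lower (median -0.23, 34 of 45 lower, camera adjusted p = 0.000361, and adjusted p = 0.701 with an estimated correlation), but the median was 0.012 without T cell coculture replicate 2 and -0.38 without replicate 1. T cell markers were also slightly higher (median 0.089, 26 of 31 higher, camera adjusted p = 0.0132, and adjusted p = 0.478 with an estimated correlation), a call that ended without monoculture replicate 1 (0.081) or T cell coculture replicate 1 (0.098), and without the dimmest 40% of probe sets (0.064), and that was kept at 0.031 after median centring. The marker GIMAP4, named after its values were seen, stood at 5.44 in T cell coculture replicate 1 against 4.83 to 5.07 in the other arrays.

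With monocytes, single genes of several functions passed the threshold. ACTG2 fell by 2.64 ± 0.22 (limma adjusted p = 0.0398), the histone gene H2BC14 fell by 1.93 ± 0.22, UTP14A fell by 1.67 ± 0.095, NOP58 fell by 1.65 ± 0.18 and UCP2 fell by 1.59 ± 0.19. WNK1 rose by 2.55 ± 0.22, PMEL by 1.96 ± 0.21, LCP2 by 1.75 ± 0.15, DDIT3 by 1.69 ± 0.22 and IL23A by 1.68 ± 0.16, to 8.06 ± 0.14 from 6.39 ± 0.13 in monoculture (SD, n = 2). The mean of both WNK1 probe sets gave 1.36, and quantile normalization ended the calls of DDIT3, H2BC14 and UCP2. The differences of these genes were then 1.80, -1.76 and -1.41.

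By limma 187 probe sets passed for monocytes against monoculture, 74 higher and 113 lower, 97 of them at least 2-fold, with 5672 at an unadjusted p under 0.05. All 187 had the same sign with T cells, and 173 had an unadjusted p under 0.05 there (limma). Both comparisons share the monoculture arrays, which favours the same sign. The counts of 0 with T cells and 187 with monocytes therefore do not show single gene effects specific to monocytes. The direction balance moved to 68 higher and 60 lower after quantile normalization and to 107 higher and 333 lower after median centring. Without monoculture replicate 1 or 2, or monocyte coculture replicate 1, limma called 0 (4106, 3738 and 4949 at an unadjusted p under 0.05), without monocyte coculture replicate 2 it called 1, and without either T cell coculture array 1167.

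Of 51 MYC target genes, 46 had lower means with monocytes (median -0.56), PA2G4 fell, and 37 fell when adjusted over the list alone (camera adjusted p = 9.74e-21, and adjusted p = 0.385 with an estimated correlation). DNA replication genes were lower (median -0.40, 42 of 45 lower, camera adjusted p = 1.02e-10, and adjusted p = 0.502 with an estimated correlation), as were mitosis genes (-0.26, 27 of 31 lower, camera adjusted p = 7.17e-05, and adjusted p = 0.518 with an estimated correlation) and histone genes (-0.39, 20 of 25 lower, camera adjusted p = 5.41e-06, and adjusted p = 0.502 with an estimated correlation). The mitosis call ended without monoculture replicate 1 (-0.13) and after quantile normalization (-0.16). Without monocyte coculture replicate 2 the medians were -0.26 for DNA replication, -0.14 for mitosis and -0.26 for histone genes. The mitosis median was -0.39 without monoculture replicate 2, and the histone median -0.60 without monocyte coculture replicate 1. Adjusted over the list alone, 8 histone genes, 2 DNA replication genes and 0 mitosis genes fell (limma).

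Lysosome genes were higher with monocytes (median 0.38, 26 of 29 higher, 16 rose when adjusted over the list alone, camera adjusted p = 2.85e-09, and adjusted p = 0.385 with an estimated correlation). So were p53 targets, with SESN1 and TP53INP1 called (0.36, 23 of 27 higher, 9 rose when adjusted over the list alone, camera adjusted p = 1.53e-06, and adjusted p = 0.333 with an estimated correlation), and MHC class II genes, with HLA-DRB5 called (0.42, 7 of 10 higher, 5 rose when adjusted over the list alone, camera adjusted p = 0.00313, and adjusted p = 0.385 with an estimated correlation). The MHC class II median was 0.22 when the probe sets of a gene were averaged. In the NF-kB list TRAF1, BCL2A1 and NFKB1 fell (median -0.22, 21 of 26 lower, 4 fell when adjusted over the list alone, camera adjusted p = 3.19e-05, and adjusted p = 0.502 with an estimated correlation), with medians of -0.41 and -0.43 without monoculture replicate 1 or monocyte coculture replicate 1. Monocyte and macrophage markers were slightly higher (median 0.10, 31 of 38 higher, camera adjusted p = 0.0152, and adjusted p = 0.567 with an estimated correlation), but the median was 0.035, with the call ended, without monocyte coculture replicate 1. The call also ended at 0.11 without monoculture replicate 1, at 0.056 after quantile normalization and at 0.095 without the dimmest 40% of probe sets, and was kept at 0.20 without monocyte coculture replicate 2 and 0.038 after median centring. In monocyte coculture replicate 1 LYZ, which encodes lysozyme, stood at 8.42, against 4.98 to 5.09 in the other 5 arrays, and FCER1G at 6.24 against 4.91 to 5.17, both named after their values were seen. CD68 stood at 9.15 and 9.45 in the monocyte arrays and 7.14 and 7.62 in monoculture (difference 1.92 ± 0.29, limma adjusted p = 0.0539). In T cell coculture replicates 1 and 2 it stood at 7.64 and 8.435. CD3D fell by 0.79 ± 0.090 (limma adjusted p = 0.0455).

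Further lists lower with monocytes were those of oxidative phosphorylation (median -0.18, 27 of 35 lower, camera adjusted p = 0.000469, and adjusted p = 0.502 with an estimated correlation), MHC class I (-0.32, 7 of 8 lower, camera adjusted p = 0.00331, and adjusted p = 0.385 with an estimated correlation), germinal centre (-0.17, 14 of 22 lower, camera adjusted p = 0.0358, and adjusted p = 0.502 with an estimated correlation) and B cell identity genes (-0.18, 16 of 25 lower, camera adjusted p = 0.0472, and adjusted p = 0.567 with an estimated correlation). Quantile normalization ended these 4 calls, with medians of -0.025, -0.13, -0.18 and -0.091. Median centring (-0.24 and -0.24) and leaving out the dimmest 40% (-0.33 and -0.28) ended those of the germinal centre and B cell lists, as did averaged probe sets (-0.17 and -0.18). The oxidative phosphorylation call also ended without monoculture replicate 2 (-0.061), and was kept at -0.27 without monoculture replicate 1. That of the B cell genes ended without monoculture replicate 2 (-0.12) or monocyte coculture replicate 2 (-0.049), with a median of -0.30 without monocyte coculture replicate 1, and that of the germinal centre genes without monoculture replicate 1 (-0.065), monocyte coculture replicate 1 (-0.16) or monocyte coculture replicate 2 (-0.19). Among germinal centre genes SERPINA9 and ELL3 fell and KLHL6 and MYO1E rose over all probe sets. The genes that the study named, which are not independent evidence, had medians of 1.26 and -1.22 (camera adjusted p = 1.02e-10 and 1.96e-18, and adjusted p = 0.385 with an estimated correlation for both).

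**Figure D3:**
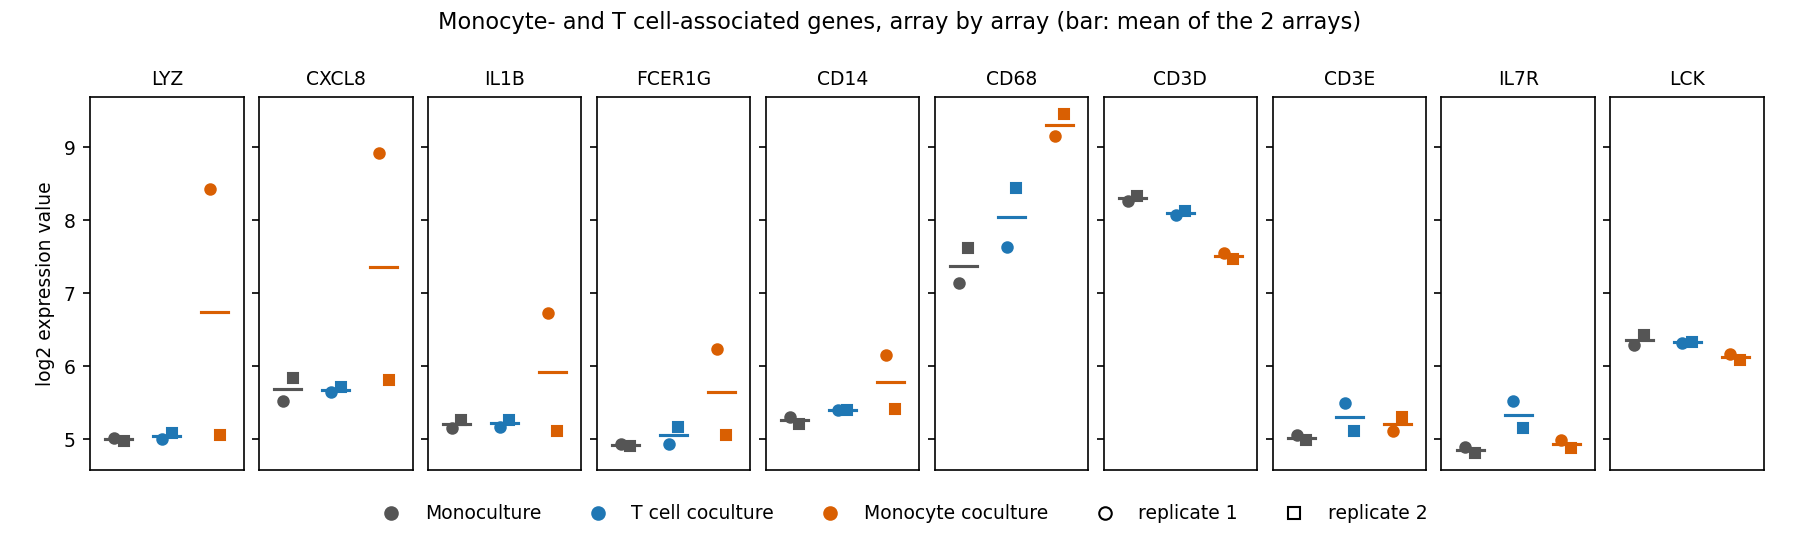
Log2 expression value of 10 monocyte- and T cell-associated genes in each array, with colours for groups, symbols for replicates and bars for the mean of 2 arrays. LYZ, CXCL8, IL1B and FCER1G were high in monocyte coculture replicate 1 alone (LYZ 8.42, CXCL8 8.92), whereas CD68 was high in both monocyte coculture arrays (9.15 and 9.45).

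Set directly against each other, the cocultures differed in 15 lists by camera, and in 0 with an estimated correlation. Several of these differences rested on T cell coculture replicate 1. Without it the MYC target median turned from -0.090 to 0.071 and the DNA replication median from -0.22 to 0.066. The largest list medians were those of mitosis genes and histones, which were lower with monocytes. All 31 mitosis genes were lower with monocytes than with T cells (median -0.48, 15 fell when adjusted over the list alone, camera adjusted p = 2.27e-17, and adjusted p = 0.570 with an estimated correlation), as were 24 of 25 histone genes (median -0.50, 8 fell when adjusted over the list alone, camera adjusted p = 7.07e-11, and adjusted p = 0.570 with an estimated correlation). Without T cell coculture replicate 1 these medians were -0.30 and -0.15, against 0.24 for ATF4 genes and -0.22 for oxidative phosphorylation genes. Without monocyte coculture replicate 2 the histone median was -0.24. The largest single differences, none of which passed, were higher values with monocytes of SPRR2D (1.72 ± 0.42), BAG6 (1.42 ± 0.40), the chemokine CCL3 (1.38 ± 0.56), CD68 (1.26 ± 0.29) and PMEL (1.22 ± 0.21). On the lower side were H2BC14 (-1.73 ± 0.22), the actin-binding COTL1 (-1.10 ± 0.15), H4C3 (-1.04 ± 0.24), ACTG2 (-1.04 ± 0.22) and H4C4 (-0.99 ± 0.094).

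By limma 0 probe sets passed between the cocultures (smallest adjusted p = 0.444), with 2422 at an unadjusted p under 0.05. Without monocyte coculture replicate 2 limma called 1. The SPRR2D difference was 1.01 and that of H4C3 -0.67 without monocyte coculture replicate 2, that of CCL3 was 0.84 without T cell coculture replicate 2 and 0.76 without monocyte coculture replicate 1, and BAG6 gave 0.60 as the mean of its probe sets.

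Both coculture effects ran together across the 32321 probe sets, which are not independent replicates. Their correlation was 0.779 (Spearman 0.688), against at most 0.518 in 100 simulated sets of unchanged groups that share the monoculture arrays. The covariance was 0.0688, against 0.0114 in the simulated sets, a difference of 0.0574. The effects had the same sign in 75.2% of probe sets, against 66.7% in the simulated sets. In a division chosen after seeing the data, each effect was measured against its own monoculture array, so that no control was shared. The correlation was then 0.564 (Spearman 0.417) with monoculture replicate 1 for T cells and 0.561 (Spearman 0.442) with replicate 2 for T cells. The covariance was 0.0565 in both, and the effects had the same sign in 63.4% and 64.5% of probe sets. A single control array is noisier than a mean, which lowers a correlation but leaves the covariance without a shared part. Bead handling or cell number, where shared by both cocultures, was not tested as a source of the correlation.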

Values the study reported

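The study reported that the DEV cells were more than 94.0% pure after separation from the cocultures. It reported a 2.4-fold higher level of IL23A, a 2.5-fold higher level of HLA-DQB1 and a 2.1-fold higher level of CD274 in cocultured than in monocultured DEV cells. It also reported lower MYC and slightly higher CD274 in DEV cells after coculture by real-time RT-PCR and Western blot. Those measurements were not part of the data used here. On these arrays both genes moved in the same directions without passing over all probe sets.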

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

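The tests of a response shared by both monocyte cocultures, of a raised floor, of the deposited normalization, of admixture and of proliferating T cells were chosen after the results they measure had been seen.

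The list effects of T cells and of monocytes were tested against each other with camera, and 15 lists differed. Lower with monocytes were mitosis genes (median difference -0.48, 31 of 31 lower, camera adjusted p = 2.27e-17), histone genes (-0.50, 24 of 25 lower, 7.07e-11), oxidative phosphorylation genes (-0.13, 32 of 35 lower, 4.62e-05), DNA replication genes (-0.22, 36 of 45 lower, 5.63e-05), MHC class I genes (-0.30, 8 of 8 lower, 0.00224), B cell identity genes (-0.14, 19 of 25 lower, 0.00479), T cell markers (-0.095, 23 of 31 lower, 0.00512), MYC targets (-0.090, 34 of 51 lower, 0.0162), the genes the study named as lower (-0.15, 15 of 18 lower, 0.0245) and germinal centre genes (-0.12, 15 of 22 lower, 0.0439). Higher with monocytes were ATF4 genes (0.23, 24 of 27 higher, 7.42e-08), lysosome genes (0.14, 25 of 29 higher, 4.62e-05), monocyte markers (0.087, 30 of 38 higher, 0.00965), p53 targets (0.11, 21 of 27 higher, 0.0155) and the genes the study named as higher (0.20, 8 of 10 higher, 0.0245). The camera calls of all 15 ended with an estimated correlation, where adjusted p ran from 0.570 to 0.817. Lists named by the study are not independent evidence.

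T cell coculture replicate 1 decided several of these differences. Without it the medians were 0.071 for MYC targets, 0.066 for DNA replication genes, -0.21 for MHC class I genes, 0.062 for p53 targets, 0.074 for lysosome genes, -0.068 for B cell genes, -0.051 for germinal centre genes, -0.062 for T cell markers, 0.064 for monocyte markers, -0.089 for the genes named as higher and 0.13 for those named as lower, and none of these 11 lists passed. The oxidative phosphorylation median was -0.22 without it, with the call kept. Without T cell coculture replicate 2 all calls were kept, with medians of -0.25 for MYC targets, -0.40 for DNA replication, 0.17 for p53 targets, -0.079 for oxidative phosphorylation, 0.26 for lysosome, -0.22 for B cell and -0.21 for germinal centre genes, 0.13 for monocyte markers and 0.45 and -0.53 for the study lists. Without monocyte coculture replicate 2 the calls of MYC targets (-0.00043), DNA replication (-0.042), p53 targets (0.088), B cell (-0.0084), germinal centre (-0.18) and both study lists (0.12 and -0.038) ended, and the medians were -0.18 for MHC class I genes and 0.20 for monocyte markers. Without monocyte coculture replicate 1 those of the germinal centre (-0.14) and monocyte marker lists (0.0030) ended, and the medians were -0.16 for MYC targets, -0.23 for B cell genes and -0.31 for the genes named as lower. Quantile normalization ended the calls of MYC targets (-0.056), MHC class I (-0.19), oxidative phosphorylation (-0.068), B cell (-0.077) and germinal centre genes (-0.11) and of the genes named as lower (-0.13). Leaving out the dimmest 40% ended those of MYC targets (-0.090), germinal centre genes (-0.14), T cell markers (-0.015), monocyte markers (0.066) and the genes named as lower (-0.15), and median centring that of germinal centre genes (-0.13).

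Monocyte marker genes were high in monocyte coculture replicate 1. The median difference of this list between the monocyte coculture arrays, 0.19, lay at percentile 100 of 10000 random lists (95th percentile 0.058), and 20 of 38 members were highest in that array, against 6.33 by chance. DEV cells in monoculture express 1 of the 38 above the upper quartile of all probe sets, 1 is in another list, and the study named 0. A raised floor is argued against by a median of -0.023 over the other blood cell lists together. By list it was -0.025 for T cell, 0.0029 for platelet and -0.033 for erythroid markers. The NK cell markers went the other way, at 0.071. A response of DEV cells shared by both monocyte cocultures cannot be told apart from chance in replicate 2, where the list median of 0.038 lay at percentile 83.4 of 10000 random lists, and CD68 was high in both arrays (9.15 and 9.45). A first form of that test, on the 8 genes high in replicate 1 alone, gave 0.051 in replicate 2, but their selection fixed that outcome. Monocytes left after the bead depletion of CD14-positive cells may be a source, with LYZ at 8.42 and CD14 at 6.15, although S100A9 at 5.44 was not raised.

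T cell coculture replicate 1 moved less than replicate 2. Over 443 probe sets at least 1 log2 unit apart in the monocyte comparison, its response was 55.8% of that of replicate 2, and 56.2% after quantile normalization, which argues against the deposited normalization. A first form of this test used the 187 called probe sets and gave 81.1%. It was replaced after its value was seen, because calls made with a pooled spread favour probe sets on which the T cell arrays differ little. Admixture of unresponsive DEV cells in 1 share cannot be told apart from other causes: the missing shares of the DNA replication (0.779) and lysosome lists (0.581) differed by 0.199, with a spread of 0.143. The shares were 0.418 for MYC targets and 0.467 for p53 targets, and 0.532 for higher and 0.357 for lower probe sets. DNA replication and MYC targets, the widest pair of lists, differed by 0.36 (spread 0.13), which goes against 1 share. With members chosen from the monocyte arrays that difference was 0.24, and the p for unequal shares over the 4 lists moved from 0.0306 to 0.115, so the explanation stays open, and no biological explanation was tested.

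Mitosis genes were lower with monocytes than with T cells. T cell coculture replicate 1 as the only cause is argued against by a median of -0.30 without it, and monocytes left in monocyte coculture replicate 1 by a median of -0.55 without that array. Proliferating T cells left among the purified DEV cells cannot be told apart from a response of DEV cells. T cell markers were higher by 0.095 with T cells, inside the bound set for ruling such cells out, but by less than the spread, with values of 0.062 to 0.10 over leaving out each array. Against such cells as the whole cause, the mitosis median was only 0.0017 from monoculture without T cell coculture replicate 1, where -0.30 between the cocultures remained. It was also -0.26 with monocytes (27 of 31 lower, camera adjusted p = 7.17e-05, and adjusted p = 0.518 with an estimated correlation). The first rests on 1 T cell array, and the second call ended without monoculture replicate 1 (-0.13) and after quantile normalization (-0.16). A fall of DEV cells in both cocultures, hidden by T cells in 1 of them, was not excluded. Without the dimmest 40% of probe sets the T cell marker median for monocytes minus T cells was -0.015. The mitosis median was -0.48 at that setting. DEV cells in monoculture express 2 of these 31 markers above the upper quartile, 2 are in other lists, and the study named 0. The beads would remove CD4- and CD8-positive cells, and the kind of blood cell stays open as an untested biological explanation.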

How the results depend on the processing

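The alternatives with both first coculture arrays left out, with exchanged monoculture numbers and with divided monoculture arrays were chosen after seeing the data. Leaving out 1 array leaves its group with 1 sample, assumed to vary like the others. A fit of only the groups compared equals the full fit for both cocultures and was not run separately there.

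Of 936 alternative values of 78 list results, 725 kept direction and side of the threshold, 13 newly passed, 165 no longer passed and 33 reversed. Of 2575 values of 185 named gene results, 1970 kept both, 324 newly passed, 280 no longer passed and 1 reversed. MYC target, DNA replication, MHC class II, p53 target, lysosome, NF-kB and both study lists passed for both cocultures after quantile normalization and median centring, without the dimmest 40%, with averaged probe sets, with the replicate block and without each array, but not with an estimated correlation.

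For both cocultures, 232 probe sets were called, 564 after median centring and 756 without the dimmest 40%. With only probe sets of 1 symbol 1362 were called, and 1411 with probe sets of a gene averaged. An intensity trend and robust prior gave 50, and 84 lay at 2-fold or more, a stricter requirement by construction. Taking both cocultures as 1 group gave 279. Of the named gene results, 16 no longer passed and 10 newly passed with both cocultures as 1 group. With the intensity trend 36 no longer passed. Leaving out each array gave 0 to 2329.

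For T cells, 268 were called with only probe sets of 1 symbol and 367 with averaged probe sets. Leaving out each array gave 0 to 1391 by limma, with at least 3050 at an unadjusted p under 0.05. For monocytes, 440 were called after median centring, 572 without the dimmest 40%, 1105 with only probe sets of 1 symbol, 1184 with averaged probe sets, 0 with an intensity trend (limma, 5444 at an unadjusted p under 0.05) and 1167 with only the arrays of the groups compared. Leaving out each array gave 0 to 1167. Between the cocultures it gave 0 to 1. Testing fewer probe sets lightens the adjustment, but the number tested did not by itself set the count. Without the dimmest 40%, limma tested 19393 probe sets and called 756 for both cocultures and 0 for T cells. With only probe sets of 1 symbol it tested 19158 and called 1362 and 268. The cause of these changes in the counts was not tested.

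A block for the replicate number gave 292, 0 (5313 at an unadjusted p under 0.05, limma), 222 and 0 calls for both cocultures, T cells, monocytes and the direct comparison. With the monoculture numbers exchanged it gave 937, 2 and 690. Replicates of the same number correlated at 0.027, -0.15 and 0.26 in their deviations, so the numbers were not treated as pairs. Without both first coculture arrays 2545 probe sets were called and 19 lists passed for both cocultures, against 16 with all arrays.

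Of the 16 lists past the threshold for both cocultures, 10 passed after quantile normalization and 10 with averaged probe sets. Between the cocultures 9 of 15 passed after quantile normalization. Over leaving out each array 5 to 17 of all 32 lists passed, and these totals include lists outside the 15. An estimated correlation left 0 lists in each of the 4 comparisons, and the cause was not tested. The correlation of the coculture effects ran from 0.654 to 0.811 over leaving out each array, and was 0.564 and 0.561 with the monoculture arrays divided between the effects.

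Medians that reversed for both cocultures, none by more than 0.11 from 0, were these. After quantile normalization: mitosis 0.062, oxidative phosphorylation 0.0083, plasma cell 0.034 and early response -0.022. After median centring: pro-apoptotic -0.045, JAK-STAT -0.029, early response -0.062, NK cell -0.0079 and the gene SLC4A1 -0.0015. Without the dimmest 40%: pro-apoptotic -0.023, plasma cell 0.00012 and JAK-STAT -0.11. Over leaving out each array the medians ran from -0.16 to 0.089 for mitosis, -0.068 to 0.058 for pro-apoptotic, -0.20 to 0.0046 for oxidative phosphorylation, -0.20 to 0.012 for B cell, -0.12 to 0.071 for plasma cell, -0.068 to 0.021 for cytokine, -0.077 to 0.079 for JAK-STAT and -0.064 to 0.10 for early response genes. With T cells, DNA replication ran from -0.38 to 0.012 and ribosomal protein genes from -0.043 to 0.29. Between the cocultures, MYC targets ran from -0.25 to 0.071, DNA replication from -0.40 to 0.066, and the study lists from -0.089 to 0.45 and from -0.53 to 0.13. The cause was not tested. Probe sets near the background, around the array median of 5.64 to 5.73, limit what small list medians can show.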

Other observations

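The genes high in 1 array were chosen after their values were seen. No hypothesis was tested in this part.

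Metabolic genes moved apart within their lists for both cocultures. In the glycolysis and hypoxia list the glucose transporter SLC2A3 rose by 0.87 ± 0.082 (limma adjusted p = 0.0338), while LDHA stood at -1.21 ± 0.20 without passing, MXI1 (0.62 ± 0.11) and NDRG1 (0.58 ± 0.11) did not pass either, and 6 rose and 7 fell when adjusted over the list alone (28 genes, median 0.10, camera adjusted p = 0.598). Over leaving out each array that median ran from 0.052, without monoculture replicate 2, to 0.14. Among 19 cholesterol synthesis genes, NSDHL (-0.72 ± 0.15) and ACAT2 (-0.34 ± 0.089) were lower and LSS (0.89 ± 0.23) and SREBF2 (0.38 ± 0.090) higher, 0 passed over all probe sets by limma, and 2 rose and 3 fell when adjusted over the list alone (median -0.091, camera adjusted p = 0.123). Without T cell coculture replicate 1 that median was -0.18 and passed at adjusted p = 0.0373, with a range of 0.0373 to 0.806 over the alternatives, and over leaving out each array the smallest median was -0.023.

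Of 25 pro-apoptotic genes, 13 were higher and 12 lower (median 0.018, and -0.068 to 0.058 over leaving out each array, mean -0.045, camera adjusted p = 0.598), with BMF at -1.18 ± 0.18, TNFRSF10B at 0.63 ± 0.11, BAX at 0.44 ± 0.082 and CYCS at -0.45 ± 0.11, none past the threshold, and 2 rose and 3 fell when adjusted over the list alone. In the plasma cell list PRDM1 rose by 0.92 ± 0.12 (limma adjusted p = 0.0454) and TNFRSF17 stood at -0.66 ± 0.12, ELL2 at -0.51 ± 0.092 and FKBP11 at -0.37 ± 0.072, and 2 rose and 5 fell when adjusted over the list alone (19 genes, median -0.010, and -0.12 to 0.071 over leaving out each array, camera adjusted p = 0.326). Early response genes had a median of 0.00049 (19 genes, -0.064 to 0.10 over leaving out each array, camera adjusted p = 0.598), with JUN at -0.76 ± 0.11, SPRED1 at 0.57 ± 0.12, SPRY2 at 0.39 ± 0.12 and DUSP4 at 0.28 ± 0.091, and 1 rose and 1 fell when adjusted over the list alone. Without monoculture replicate 1, SPRY2 stood at 0.19 and DUSP4 at 0.18, and SPRY2 at 0.60 without monoculture replicate 2. Markers of NK cells (11 genes, median 0.055, camera adjusted p = 0.226), platelets (11 genes, 0.087, 0.120) and erythroid cells (6 genes, 0.074, 0.261) did not pass. The NK cell median ran from 0.016, without monoculture replicate 1, to 0.11, without monoculture replicate 2, that of platelets from 0.068 to 0.11 and that of erythroid cells from 0.054 to 0.10 over leaving out each array. Nor did their members KLRB1 (0.35 ± 0.095), KLRD1 (0.19 ± 0.079), KLRC1 (0.16 ± 0.077), NCAM1 (-0.13 ± 0.085), ITGB3 (0.24 ± 0.085), PF4 (0.19 ± 0.075), GP6 (0.19 ± 0.11), ITGA2B (0.12 ± 0.10), ALAS2 (0.21 ± 0.12), HBD (0.17 ± 0.12), AHSP (0.087 ± 0.094) and SLC4A1 (0.061 ± 0.075). Without monoculture replicate 1, NCAM1 stood at -0.047, ITGA2B at 0.037, HBD at 0.26, AHSP at 0.057 and SLC4A1 at 0.023, and without monoculture replicate 2, NCAM1 at -0.21, GP6 at 0.10, ITGA2B at 0.20, HBD at 0.073 and SLC4A1 at 0.099. GP6 stood at 0.12, ITGA2B at 0.064, ALAS2 at 0.12 and AHSP at 0.035 without T cell coculture replicate 2. AHSP stood at 0.14 without T cell coculture replicate 1 and HBD at 0.086 without monocyte coculture replicate 2.

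Genes more than 1 log2 unit above every other array numbered 8 in monocyte coculture replicate 1, 9 in T cell coculture replicate 2, and 1 each in T cell coculture replicate 1 and monocyte coculture replicate 2. In monocyte coculture replicate 1 they were LYZ (8.42), CXCL8 (8.92), RNASE1 (7.38), THBS1 (6.77), IL1B (6.725), CXCL5 (6.70), RNASE6 (6.46) and FCER1G (6.24). In T cell coculture replicate 1, IL7R stood at 5.52 and CD3E at 5.50, the highest of the 6 arrays, and 9 of 31 T cell markers were highest there, against 6 in T cell coculture replicate 2.

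Small RNA probe sets (508) held 4 called for both cocultures, 3 of them higher, and at an unadjusted p under 0.05 there were 55 higher and 13 lower.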
